A study of Mus musculus with 12 samples.

How the data were processed

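RNA from newborn mouse skull was profiled by RNA sequencing. The tissue was the frontal bone, dissected with the nasal bone and the coronal and frontonasal sutures, at postnatal day 3. The 12 samples came from 2 inbred strains, C57BL/6 and BALB/c, and from wild type mice and mice carrying 1 mutant copy of Fgfr2 with the C342Y protein change, a model of Crouzon syndrome, in which skull sutures fuse early. Each combination of strain and genotype had 3 samples, and each sample was assigned to its group from its label. Per the labels' protocols, the dissected tissue was digested with collagenase and trypsin, homogenised in Trizol and made into mRNA libraries. The sample descriptions carry run identifiers that read as flow cell names, 1 for all C57BL/6 samples and another for all BALB/c samples. Genotype was therefore compared within a flow cell, while strain and flow cell could not be told apart. The labels gave no sex. Replicate numbers were not shared between groups, so no samples were paired.

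The authors deposited a table of raw gene counts with 23358 genes, with an RPKM value and a coding length for each gene. The aligner, the counting program, the genome build, the strand setting and the annotation are not stated in the labels or file headers. Each of the authors' deposited counts was even (0 odd values in any sample), as happens when both reads of a pair are counted. The authors' RPKM values equalled the count divided by the coding length in kilobases and by 1 library total per sample. This library total was larger than the sum of the gene counts, which made up 75.6% to 80.7% of it in the C57BL/6 samples and 86.4% to 88.0% in the BALB/c samples. The RPKM values were used only for this check. The authors also deposited a table of 4 group comparisons for 19681 genes, with log2 fold changes, p-values and q-values, made with DESeq2 as read from the deposited file's name and the prefix of its column headers. Its DESeq2 version, filters and shrinkage are not stated. Of its names, 24 had been turned into dates and 37 were absent from the count table. Of the value columns in the count table, 0 belonged to no sample of the series.

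Coordinates are printed as the authors' table gives them, counted from 1. The table names no build. Of its symbols, 20720 were shared with the RefSeq genes of GRCm38.p6, and 99.43% of these overlapped the RefSeq gene of the same name. There were 26 identifiers on more than 1 row, covering 69 rows, which were kept apart by position and never named in the text. GC content was available for 98.0% of rows. The share of a gene's 50-base words that occur in other genes was computed from the GENCODE transcripts of GRCm38.

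Counts were analysed as deposited with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the 4 groups (minimum count 10, minimum total count 15), which left 16190 genes, and libraries were scaled by TMM. One quasi-likelihood model with a mean for each of the 4 groups was fitted to all 12 samples, so that the groups shared 1 estimate of spread per gene. The 6 contrasts tested were the genotype effect (mutant minus wild type) in each strain, the strain effect (BALB/c minus C57BL/6) in each genotype, the interaction (genotype effect in BALB/c minus genotype effect in C57BL/6) and the genotype effect averaged over strains. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p-value under 0.05. The standard error of a log2 fold change is the one implied by the quasi-likelihood F statistic. CPM values are counts scaled to the TMM-adjusted library size, and log2 CPM values used a prior count of 2. The 14 marker gene lists were tested with camera from limma 3.58.1 (inter-gene correlation 0.01), two-sided, with adjustment over the lists within a contrast. A panel of 82 genes of FGF signalling, osteoblast mineralisation and suture mesenchyme, 81 of which passed the filter, was adjusted over the panel alone beside the adjustment over all genes. Correlations of fold changes are across genes, which are not independent replicates, and carry no p-value.

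The groups, contrasts, lists and the naming rule were fixed before the data were examined. Fgfr2 was named first. For each contrast the 3 genes with the largest log2 fold change in each direction were named, among genes with an adjusted p-value under 0.05, a mean of at least 1 CPM over the samples compared and, for contrasts of 2 groups, no overlap between the groups' CPM ranges. Unnamed and predicted genes were skipped. Panel genes past either adjustment could also be named. Where each library of a group held at most 3 counts of a gene, the fold is given as a lower bound against 3 counts. It uses the mean of the other group, so single samples can lie below the bound. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules.

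The alternatives were DESeq2 1.42.0, limma-voom, RLE size factors, total counts without composition factors, no low-count filter, a filter at a mean of at least 1 CPM, a minimum absolute log2 fold change of 1, fits of only the 6 samples compared, a covariate of Y-linked expression, a covariate of the skeletal muscle list, leaving out each replicate in turn, camera with a correlation of 0.05, and the fry rotation test. Halved counts, counts thinned to 1 total, covariates of ciliated cell and erythroid lists, removal of Rn45s and Lars2, and offsets for GC content and gene length were added after the data had been seen. The fits were tested on simulated counts drawn from the real genes' means and library sizes with a dispersion of 0.02 for every gene. In these, 200 of the more abundant genes were changed by 1 on the log2 scale. Of 15838 simulated genes that passed the filter, edgeR called 195 of the 200 changed genes in the altered strain, with 8 other calls, and 133 of the 200 in the interaction, with 6 other calls. In the strain left unaltered it made 0 calls and DESeq2 made 1. DESeq2 called 194 of the 200 in the altered strain with 17 other calls and 150 of the 200 in the interaction with 27 other calls, so its false share was higher (8.06% and 15.3% against 3.94% and 4.32% for edgeR). Camera and fry each called the 1 shifted list and 0 of the others. Simulated genes were drawn independently, so this did not test the effect of correlation between the genes of a list.

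Total gene counts ranged from 27.18 to 46.52 M (M for mega) per sample.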

Results

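Gene expression was measured in the frontal bone region of 12 mice at postnatal day 3. The design crossed genotype (wild type or Fgfr2 C342Y heterozygote) with strain background (C57BL/6 or BALB/c), with 3 samples per group. The comparisons addressed how the Crouzon mutation changed expression on each background and how the backgrounds differed. Total gene counts averaged 34.0 M ± 2.48 (SD, n = 3) in C57BL/6 wild type, 43.7 M ± 2.67 (SD, n = 3) in C57BL/6 mutant, 31.4 M ± 3.73 (SD, n = 3) in BALB/c wild type and 39.7 M ± 7.10 (SD, n = 3) in BALB/c mutant samples. The 10 most abundant genes took 23.5% to 33.3% of the counts. The ribosomal RNA gene Rn45s took 4.67% ± 0.401 (SD, n = 12) of the counts. Lars2 took 1.60% ± 0.208 (SD, n = 3) in C57BL/6 wild type and 0.966% ± 0.111 (SD, n = 3) in BALB/c wild type samples.

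Sex-linked transcripts differed in their balance between groups. Summed counts of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty ran from 5164 to 6018 in the 3 C57BL/6 wild type samples. In each of the other 3 groups 1 sample of 3 had 4846 to 6876 such counts, namely C57BL/6 mutant replicate 6, BALB/c wild type replicate 15 and BALB/c mutant replicate 16. The remaining 6 samples carried Xist counts of 12312 or more. The C57BL/6 wild type group therefore differed from the other groups in its balance of sex-linked transcripts.

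Fgfr2 (chromosome 7, 130162451 to 130266808) is the mutated gene, and both alleles are counted together. Its level was 249 CPM ± 35.8 (SD, n = 3) in C57BL/6 wild type and 361 CPM ± 20.6 (SD, n = 3) in C57BL/6 mutant samples. The difference of 0.54 on the log2 scale (SE 0.100, adjusted p 0.00405, edgeR) was larger than the spread between replicates. The CPM ranges of the groups did not overlap. The call was kept in all 6 fits that left out 1 replicate. It was lost with the ciliated cell covariate (log2 0.24, adjusted p 0.848) and the erythroid covariate (log2 0.63, adjusted p 0.397), which genotype largely fixed in C57BL/6. In BALB/c the level was 282 CPM ± 11.4 (SD, n = 3) in wild type and 300 CPM ± 25 (SD, n = 3) in mutant samples, a log2 difference of 0.09 (SE 0.100, adjusted p 0.80) that was within the spread. The interaction of -0.45 (SE 0.141) did not pass after adjustment over all genes (adjusted p 0.0638, edgeR) and passed after adjustment over the panel of 81 genes (adjusted p 0.0277). Over 14 alternatives its adjusted p over all genes ranged from 0.0145 with DESeq2 to 0.906 with the ciliated cell covariate. It was 0.0313 with offsets for GC content and gene length. The interaction passed over all genes in 2 of 12 fits that left out 1 replicate. Fgfr2 did not differ past the threshold between the strains in wild type (log2 0.18, SE 0.100, adjusted p 0.153) or in mutant samples (log2 -0.27, SE 0.100, adjusted p 0.0543). Over 15 alternatives the adjusted p in wild type ranged from 0.00493, with offsets for GC content and gene length (log2 0.42), to 0.638, and it passed in 1 of 6 fits that left out 1 replicate.

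The first principal component of log2 CPM held 62.9% of the variance and the second 16.6%. The BALB/c samples lay close together, with first-component scores from -60.2 to -49.4 in both genotypes. The C57BL/6 wild type samples scored from 89.6 to 116.7. The C57BL/6 mutant samples did not form 1 cluster on this axis: replicate 4 scored 69.2, and replicates 5 and 6 scored -22.5 and -16.3. Pearson correlations of log2 CPM between replicates were 0.958 for replicate 4 with each of 5 and 6, and 0.981 to 0.991 for the other pairs of replicates.

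**Figure D1:**
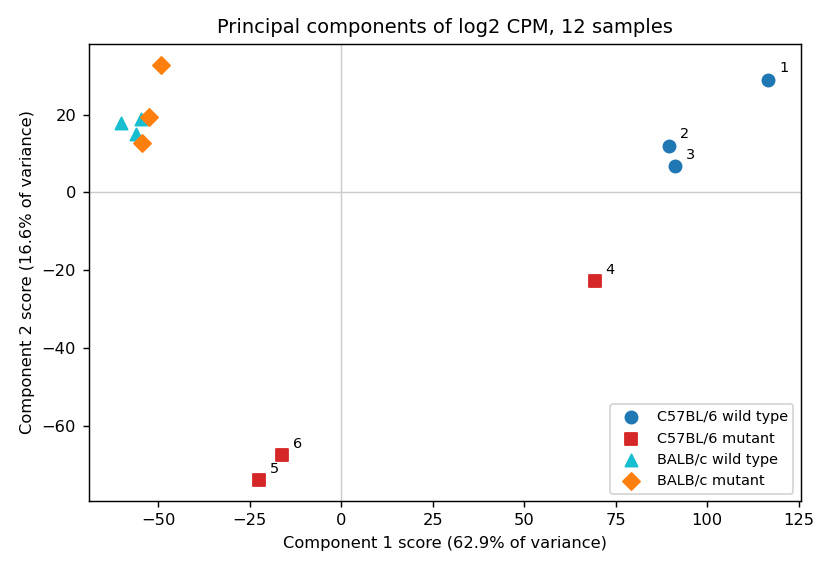
Scores of the 12 samples on the first (x axis, 62.9% of variance) and second (y axis, 16.6%) principal components of log2 CPM, with 3 samples per group marked by colour and shape and the C57BL/6 replicates numbered. C57BL/6 mutant replicate 4 (first component 69.2) lies nearer the C57BL/6 wild type samples than replicates 5 and 6 do (-22.5 and -16.3).

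In C57BL/6, 3867 of 16190 genes differed between mutant and wild type (edgeR, adjusted p under 0.05), 1835 higher and 2032 lower in the mutants. The median absolute log2 fold change of these genes was 0.521, and 984 changed by at least 1 on the log2 scale, 51 higher and 933 lower in mutants. With the ciliated cell list as a covariate, the alternative that moved the count most, 2 genes were called, and genotype fixed 72.3% of the variance of that covariate. A fit of only the 6 C57BL/6 samples called 1458 genes. Scaling by total counts moved the log2 fold changes by a median of -0.196 and called 4680 genes, 13.2% of them higher in mutants against 47.5% with TMM scaling, so that the balance of directions depended on the scaling. The largest increases were in Xist, Mir145 and Nlrp10. Xist (chromosome X, 103460373 to 103483233, overlapped by the antisense gene Tsix) had a log2 fold change of 8.85 (SE 2.53, adjusted p 0.0266) that followed the different sex-linked makeup of the groups. Mir145 (chromosome 18, 61647825 to 61647894, inside the transcript E330013P06) rose from 0.632 CPM ± 0.251 (SD, n = 3) to 2.83 CPM ± 0.214 (SD, n = 3), with a log2 fold change of 2.15 (SE 0.369, adjusted p 0.00260). Nlrp10 (chromosome 7, 108921853 to 108930158) rose from 0.440 CPM ± 0.208 (SD, n = 3) to 1.86 CPM ± 0.511 (SD, n = 3), with a log2 fold change of 2.07 (SE 0.402, adjusted p 0.00503).

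The largest decreases in C57BL/6 mutants were in epithelial genes. Krt15 (chromosome 11, 100131759 to 100135949) averaged 28.7 CPM ± 49.1 (SD, n = 3) in wild type and 0.0481 CPM ± 0.0455 (SD, n = 3) in mutant samples (log2 -9.10, SE 2.30, adjusted p 0.0162). Bpifb5 (chromosome 2, 154223742 to 154240902) averaged 19.5 CPM ± 33.1 (SD, n = 3) and 0.177 CPM ± 0.0880 (SD, n = 3), and Krt14 (chromosome 11, 100203162 to 100207510) averaged 9.55 CPM ± 13 (SD, n = 3) and 0.212 CPM ± 0.326 (SD, n = 3). For all 3 genes the wild type SD exceeded the wild type mean, and each lost its call in 3 of the 6 fits that left out 1 replicate. None of the 3 was called with DESeq2 or with limma-voom (adjusted p 0.469, 0.386 and 0.159 with limma-voom).

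Of the 81 panel genes tested, 52 differed in C57BL/6 after adjustment over the panel (33 higher, 19 lower) and 45 after adjustment over all genes. Among the genes of osteoblasts and mineralisation, Spp1 (chromosome 5, 104435111 to 104441053) rose from 6120 CPM ± 1200 (SD, n = 3) to 11750 CPM ± 338 (SD, n = 3), with a log2 fold change of 0.94 (SE 0.123, adjusted p 0.000662). Ank (chromosome 15, 27466677 to 27594907) rose from 386 CPM ± 37.7 (SD, n = 3) to 773 CPM ± 96.7 (SD, n = 3), with a log2 fold change of 1.00 (SE 0.109, adjusted p 0.000250). Runx2 rose by 0.65 (SE 0.101, adjusted p 0.00160) and Dmp1 by 0.62 (SE 0.130, adjusted p 0.00697) on the log2 scale. Ihh (chromosome 1, 74945318 to 74951651) fell from 12.7 CPM ± 3.21 (SD, n = 3) to 3.48 CPM ± 0.848 (SD, n = 3), with a log2 fold change of -1.87 (SE 0.229, adjusted p 0.000463).

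In BALB/c, 22 genes differed between mutant and wild type (edgeR, adjusted p under 0.05), 15 higher and 7 lower in the mutants, while 1901 genes had an unadjusted p-value under 0.05. The count depended on the test. DESeq2 called 323 genes, the fits that left out 1 replicate called from 0 to 95, and the fits with the Y-linked and muscle covariates called 4 and 2. Deptor (chromosome 15, 55112483 to 55254202) rose from 0.614 CPM ± 0.220 (SD, n = 3) to 2.47 CPM ± 0.643 (SD, n = 3), with a log2 fold change of 2.00 (SE 0.292, adjusted p 0.0398). Elk4 (chromosome 1, 132007605 to 132025684) rose from 6.11 CPM ± 0.434 (SD, n = 3) to 13.8 CPM ± 4.27 (SD, n = 3), with a log2 fold change of 1.17 (SE 0.172, adjusted p 0.0398). Slc9a2 (chromosome 1, 40681712 to 40768885) rose from 12.8 CPM ± 1.77 (SD, n = 3) to 24.2 CPM ± 3.14 (SD, n = 3), with a log2 fold change of 0.91 (SE 0.138, adjusted p 0.0398). Igfbp2 (chromosome 1, 72824480 to 72852471) fell from 97.7 CPM ± 13.2 (SD, n = 3) to 41.4 CPM ± 8.18 (SD, n = 3), with a log2 fold change of -1.24 (SE 0.206, adjusted p 0.0487). Col7a1 (chromosome 9, 108953745 to 108984875) changed by -1.04 (SE 0.126, adjusted p 0.0260) and Penk (chromosome 4, 4133536 to 4138445) by -0.83 (SE 0.105, adjusted p 0.0260) on the log2 scale. Of the panel, only Sfrp2 (chromosome 3, 83766321 to 83774314) passed either adjustment. It fell from 494 CPM ± 65.3 (SD, n = 3) to 286 CPM ± 38.1 (SD, n = 3), with a log2 fold change of -0.79 (SE 0.129, adjusted p 0.0487 over all genes and 0.00451 over the panel).

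The 2 strains' genotype effects were compared gene by gene. Across genes the Pearson correlation of the log2 fold changes was -0.133 and the Spearman correlation -0.0767. The Pearson value was -0.784 with the erythroid list as a covariate, the alternative that moved it most. This value does not show opposed effects. Genotype fixed 91.3% of the variance of that covariate in C57BL/6 and 85.6% in BALB/c. Its level fell in C57BL/6 mutants and rose in BALB/c mutants, so error in its common slope pushes the strains' effects in opposite directions. Only 15 genes passed in both strains, 8 in the same direction and 7 in opposite directions. The 8 included Igfbp2, Slc9a2, Penk, Col7a1 and Sfrp2, whose interaction did not pass (adjusted p 0.998, 0.990, 0.0768, 0.335 and 0.296). The 7 included Ermap, Rhd, Car2 and Plk1, which were lower in C57BL/6 mutants and higher in BALB/c mutants; they were picked out after their values were seen.

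**Figure D2:**
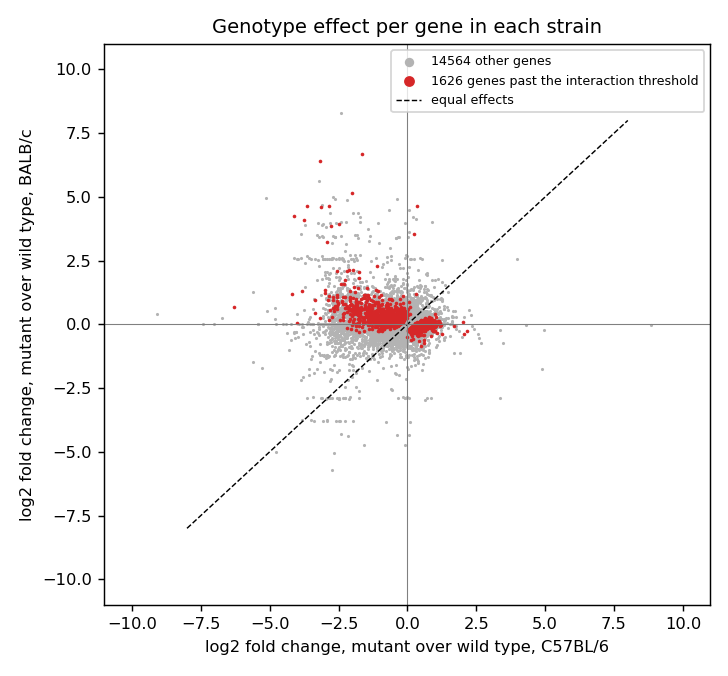
Log2 fold change of mutant over wild type for each of 16190 genes in C57BL/6 (x axis) and in BALB/c (y axis), with the 1626 genes past the interaction threshold in red, the others in grey and a dashed line for equal effects. Most red points spread along the x axis, with 1455 of the 1626 genes having the larger absolute effect in C57BL/6.

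The interaction test, in which a constant flow cell effect cancels, called 1626 genes, 884 with a more positive and 742 with a more negative genotype effect in BALB/c. Of the 471 with an absolute log2 value of at least 1, 441 were positive and 30 negative. DESeq2 called 2707 and the fit with the muscle list as a covariate 438. The effect was larger in C57BL/6 for 89.5% of the 1626 genes. The effects had opposite signs for 1369, and 1427 also passed in C57BL/6 alone. The interaction test selects genes whose 2 effects lie far apart, which favours opposite signs. Only 7 genes passed in both strains with opposite signs, so the 1369 do not show opposed effects. The largest positive interactions were in the muscle genes Myh8 (chromosome 11, 67277124 to 67308633), Ckm (chromosome 7, 19411094 to 19421583) and Acta1 (chromosome 8, 123891767 to 123894736). Their log2 values of 9.57 (SE 2.65, adjusted p 0.0428), 8.36 (SE 2.28, adjusted p 0.0409) and 8.30 (SE 2.38, adjusted p 0.0478) rested largely on single samples: BALB/c mutant replicate 16 held 135.2 CPM of Myh8 against 6.24 and 0.344 CPM in replicates 17 and 18. The largest negative interactions were in Nlrp10 (log2 -2.45, SE 0.555, adjusted p 0.0221), Mir145 (log2 -2.41, SE 0.505, adjusted p 0.0159) and Klhl33 (chromosome 14, 50891389 to 50893255, log2 -1.94, SE 0.402, adjusted p 0.0152). Klhl33 rose from 4.86 CPM ± 1.87 (SD, n = 3) to 19.9 CPM ± 6.92 (SD, n = 3) in C57BL/6 and was 11.5 CPM ± 2.32 (SD, n = 3) and 12.2 CPM ± 2.13 (SD, n = 3) in BALB/c wild type and mutant samples. With the ciliated cell list or the erythroid list as a covariate, the interaction test called 45 genes or 1 gene. Among 100 relabellings of genotype within strain, 8 others kept the C57BL/6 labels and called 410 to 1463 genes, while the 91 that changed them called at most 2. In the panel 32 genes passed after adjustment over the panel and 19 over all genes. Spp1 (log2 -1.16, SE 0.173, adjusted p 0.00346) and Ank (log2 -1.12, SE 0.153, adjusted p 0.00213) had the smallest p-values.

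Averaged over strains, 1294 genes differed by genotype, 763 higher and 531 lower in mutants, and DESeq2 called 2203. Of the 79 that changed by at least 1 on the log2 scale, 13 were higher and 66 lower. The largest increases were in Deptor (log2 1.35, SE 0.196, adjusted p 0.00309), Calcr (chromosome 6, 3685720 to 3764713, log2 1.12, SE 0.231, adjusted p 0.0161) and Nppc (chromosome 1, 86666293 to 86670573, log2 1.08, SE 0.230, adjusted p 0.0177). The largest decreases were in Pax7 (chromosome 4, 139738081 to 139832968, log2 -2.46, SE 0.589, adjusted p 0.0286), Svopl (chromosome 6, 37983739 to 38046996, log2 -1.74, SE 0.472, adjusted p 0.0440) and Coch (chromosome 12, 51593341 to 51605773, log2 -1.52, SE 0.403, adjusted p 0.0408). Deptor and Calcr kept their calls in all 12 fits that left out 1 replicate, Nppc in 10, Pax7 in 6, Svopl in 2 and Coch in 1. All of these genes lost their calls with the ciliated cell covariate (adjusted p 0.0924 to 0.667, edgeR). They also lost them with the erythroid covariate (adjusted p 0.0626 to 0.265). Genotype largely fixed both covariates in C57BL/6.

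**Figure D3:**
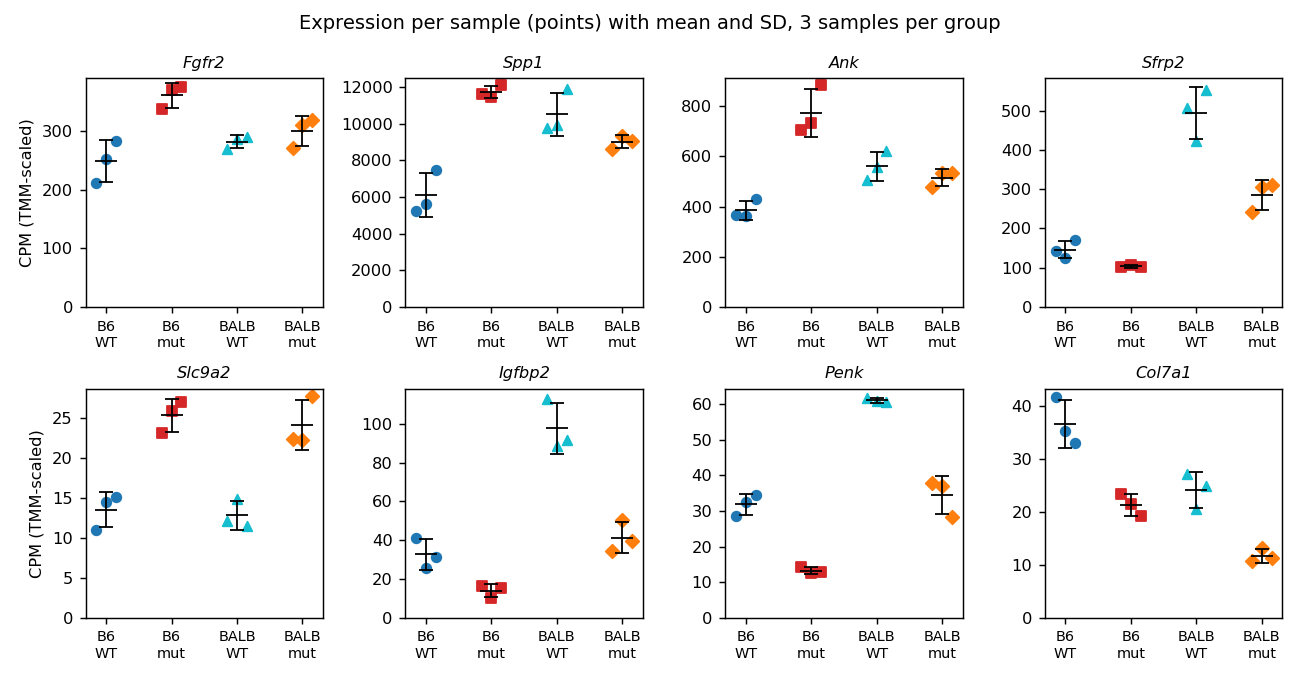
Expression in CPM (y axis, from 0) of Fgfr2, Spp1, Ank, Sfrp2, Slc9a2, Igfbp2, Penk and Col7a1 in each sample (points), with the mean and SD of 3 samples per group (black bars; B6 stands for C57BL/6, WT for wild type and mut for mutant). Spp1 and Ank are higher in C57BL/6 mutants with an interaction past the threshold (log2 -1.16 and -1.12), the Fgfr2 interaction of -0.45 passes over the panel (adjusted p 0.0277) and not over all genes (0.0638), and Slc9a2 is higher and Sfrp2, Igfbp2, Penk and Col7a1 are lower in mutants of both strains.

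Strain differences were larger in number. Each strain was run on its own flow cell, as read from the run identifiers in the sample descriptions, so strain and flow cell could not be separated. Differences in dissected tissue or sex-linked makeup between the groups could also contribute. In wild type samples 7847 genes differed, 3698 higher and 4149 lower in BALB/c, and in mutant samples 5968 differed, 2914 higher and 3054 lower. Of those that changed by at least 1 on the log2 scale, 483 were higher and 1826 lower in wild type. In mutants 813 were higher and 660 lower. With the ciliated cell list as a covariate the wild type count was 1310, and with the erythroid list as a covariate the mutant count was 3. In wild type the ciliated cell score was 1.14 ± 0.61 (SD, n = 3) in C57BL/6 and -1.59 ± 0.05 (SD, n = 3) in BALB/c. The erythroid score in mutants was 2.14 ± 0.3 (SD, n = 3) and 4.8 ± 0.13 (SD, n = 3). With scores so far apart, these fits could hardly separate strain from cell content. Of the genes called, 3851 passed in both genotypes, 3697 of them in the same direction, and across genes the correlation of the log2 fold changes was 0.771. Gbp1 (chromosome 3, 142594847 to 142619176) and the class II histocompatibility pseudogene H2-Ea-ps (chromosome 17, 34342212 to 34344645) had 0 counts in each C57BL/6 sample. In wild type, Gbp1 was at least 32-fold higher in BALB/c (adjusted p 2.53e-05) and H2-Ea-ps at least 22-fold higher (adjusted p 3.00e-05). In mutants they were at least 39-fold (adjusted p 2.13e-05) and at least 27-fold (adjusted p 2.40e-05) higher in BALB/c. Dmrtb1 (chromosome 4, 107676290 to 107684162) was at least 31-fold higher in BALB/c mutants (adjusted p 1.83e-05). Xist differed between wild type groups by 8.45 on the log2 scale (SE 2.50, adjusted p 0.0152), following their sex-linked makeup.

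The genes most reduced in BALB/c wild type samples had 0 counts there. Bpifa1 (chromosome 2, 154142880 to 154149217) was at least 1350-fold lower than the C57BL/6 wild type mean (adjusted p 0.00382). Sec14l3 (chromosome 11, 4064853 to 4078990) was at least 1123-fold lower (adjusted p 0.00357) and Cyp2g1 (chromosome 7, 26808927 to 26821197) at least 455-fold lower (adjusted p 0.00509). Against the lowest C57BL/6 wild type sample these bounds were 528-fold, 790-fold and 358-fold. C57BL/6 mutant replicates 5 and 6, from the same strain and flow cell, held 0 and 0.269 CPM of Bpifa1. They held 0.146 and 0.162 CPM of Sec14l3 and 0.0485 and 0.216 CPM of Cyp2g1. Mutant replicate 4 held 39.4, 44.9 and 29.9 CPM of these genes. Strain and flow cell alone therefore did not set these levels. In mutants Mir5109 (chromosome 5, 17776749 to 17776835) was at least 465-fold lower in BALB/c (adjusted p 1.75e-09), with 36.9 CPM ± 3.73 (SD, n = 3) in C57BL/6 wild type and 41.8 CPM ± 3.66 (SD, n = 3) in C57BL/6 mutant samples. Ugt2a1 (chromosome 5, 87459490 to 87490871, adjusted p 0.0481) shared 96.9% of its 50-base words with other genes and overlapped Ugt2a2, so its counts are uncertain. Ugt2a1 and Sec14l3 (adjusted p 0.0270) were at 24.2 and 44.9 CPM in C57BL/6 mutant replicate 4 and 0.0970 and 0.146 CPM in replicate 5, and each kept its call in 2 of the 6 fits that left out 1 replicate. Of the panel, 49 genes differed between wild type strains after adjustment over the panel and 48 over all genes. Sfrp2 was higher in BALB/c by 1.76 on the log2 scale (SE 0.132).

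Marker lists were tested as groups of genes with camera. In C57BL/6 10 of 14 lists passed, 3 higher and 7 lower in mutants. The osteoclast list was higher by a mean log2 fold change of 0.778 (adjusted p 5.56e-22), the osteoblast mineralisation list by 0.443 (adjusted p 3.13e-12) and the tissue dissociation stress list by 0.254 (adjusted p 0.000751). The proliferation list was lower (mean log2 -0.588, adjusted p 1.13e-20), as were the erythroid (-1.494, adjusted p 5.71e-18), chondrocyte (-2.288, adjusted p 1.43e-07), neutrophil (-1.041, adjusted p 2.73e-05), neural (-1.746, adjusted p 8.25e-05), keratinocyte (-3.153, adjusted p 0.000341) and skeletal muscle lists (-1.927, adjusted p 0.0434). The FGF signalling (adjusted p 0.770) and suture mesenchyme lists (adjusted p 0.586) did not pass. With fry the skeletal muscle and dissociation stress lists lost their C57BL/6 calls (adjusted p 0.354 and 0.0866). The skeletal muscle list also lost its call with camera at a correlation of 0.05 (adjusted p 0.14). In BALB/c 6 lists passed. The proliferation (0.261, adjusted p 4.78e-15), erythroid (0.618, adjusted p 6.46e-13), skeletal muscle (2.353, adjusted p 2.08e-05), neutrophil (0.473, adjusted p 0.000237) and osteoclast lists (0.161, adjusted p 0.00553) were higher in mutants, and the suture mesenchyme list was lower (-0.069, adjusted p 0.0294). The rotation test fry called 0 lists in BALB/c. With 1 replicate left out, the skeletal muscle mean in BALB/c ran from 0.382 to 2.742. That list lost its call there in 1 of 6 fits. Its mean log2 CPM was 3.69 in mutant replicate 16 against 1.03 and -0.23 in replicates 17 and 18. In C57BL/6 its mean ran from -2.601 to -0.524, and it lost its call in 3 of 6 fits. The osteoclast and suture mesenchyme lists lost their BALB/c calls in 2 of 6 fits each. The proliferation, erythroid and neutrophil lists kept theirs. The interaction passed for 10 lists and the strain difference in wild type for 8. With total-count scaling, which shifted the median log2 fold change of all genes in C57BL/6 by -0.196, no list that passed changed sign. The skeletal muscle list in C57BL/6 and the keratinocyte list in the interaction then lost their calls (adjusted p 0.692 and 0.245, camera), and the mean of the dissociation stress list in C57BL/6 was 0.063.

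**Figure D4:**
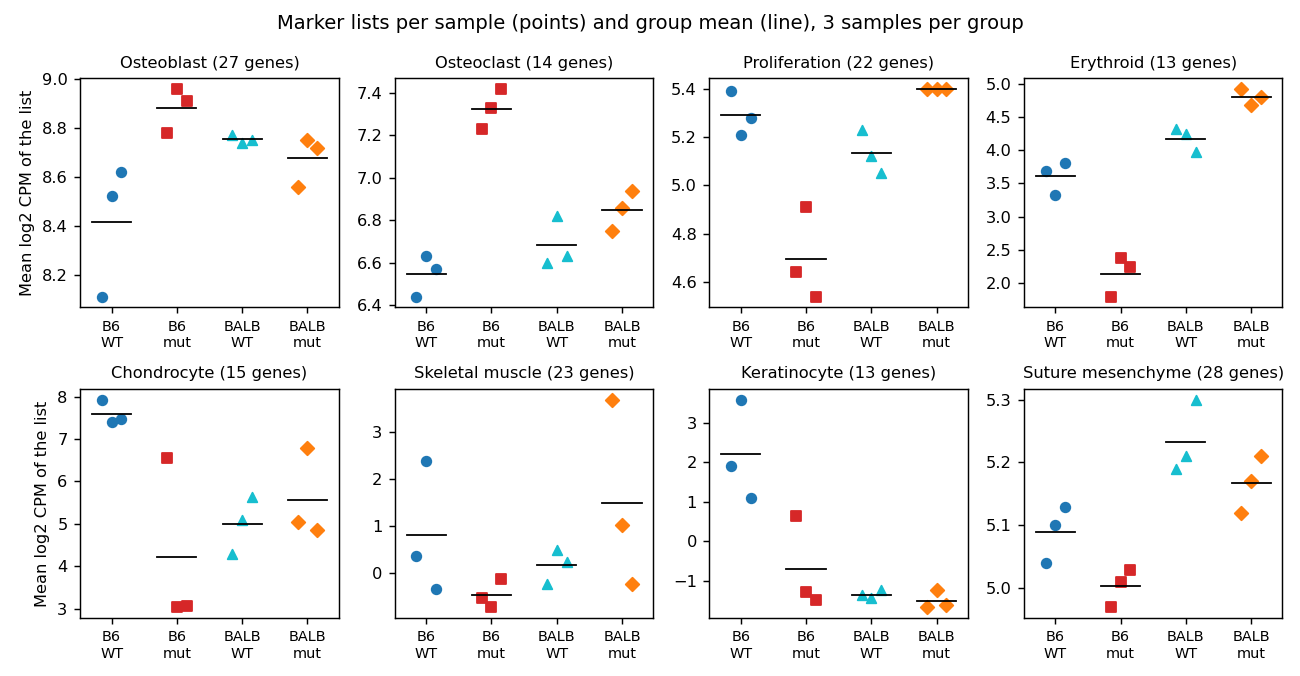
Mean log2 CPM of 8 marker lists (y axes, each with its own range) in each sample (points) and the mean of the 3 samples per group (line; B6 stands for C57BL/6, WT for wild type and mut for mutant). In C57BL/6 the 3 mutants lie above the 3 wild type samples for the osteoclast list and below them for the erythroid and proliferation lists, while BALB/c mutants lie above BALB/c wild type for the erythroid list.

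The authors' deposited table listed 4401 genes with a q-value under 0.05 for genotype in C57BL/6, 228 for genotype in BALB/c, 7899 for strain in wild type and 6164 for strain in mutants. The fold changes of the authors' deposited table had Spearman correlations across genes of 0.961, 0.909, 0.947 and 0.927 with the edgeR values. The slopes of the authors' values on the edgeR values, fitted only to the more abundant genes, were 0.684, 0.593, 0.442 and 0.513, all below 1. Of the edgeR calls with a matching name, 3331 of 3817 for genotype in C57BL/6 and 18 of 22 for genotype in BALB/c were also under 0.05 in the authors' deposited table.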

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

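The tests of sex makeup and skeletal muscle used covariates chosen in advance but were read as tests of cause only after their counts were seen, while the tests of nasal epithelium, erythroid content, depth, GC content and highly abundant genes were chosen after the main results were seen. The decision to treat the ciliated cell and erythroid covariates as unable to separate the explanations was also made after their counts were seen. The rule written earlier would have counted both losses as evidence of a cause. That rule still labels the muscle explanation as fitting in the table of tests. The comparison of effect sizes under the covariates was chosen last, and the reading of muscle below rests on it and differs from that label.

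The genotype effect differed between strains for 1626 genes (edgeR quasi-likelihood test of the interaction, Benjamini-Hochberg adjusted p under 0.05). Of 100 relabellings of genotype within strain, drawn from 200, only the real one gave as many genes. The count depended mainly on the C57BL/6 labels. The 91 relabellings that changed the C57BL/6 labels gave at most 2 genes. The 8 others that kept them gave 410, 427, 499, 538, 596, 884, 1294 and 1463, and the 1294 came from swapping all BALB/c labels. Only 9 drawn relabellings kept the C57BL/6 labels, the real one included. The rank among 100 therefore says little about the BALB/c labels.

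Technical explanations were tested by refitting the interaction. Thinning all libraries to 1 total gave 1422 genes, 1328 of them among the 1626. Offsets for GC content and gene length gave 1911, and removal of Rn45s and Lars2 gave 1595. Depth, GC content, Rn45s and Lars2 therefore do not account for the interaction. Other abundant genes were not removed. The Y-linked covariate gave 1058 genes, 978 of them among the 1626, and the skeletal muscle covariate 438, 422 of them among the 1626. Under these covariates the interactions of the 1626 genes kept their size, with a median ratio to the reported values of 1.02 and 1.01, while their standard errors grew by a median ratio of 1.10 and 1.21. In C57BL/6 and BALB/c genotype fixed 36.2% and 24.5% of the variance of the muscle covariate. For the Y-linked covariate these shares were 49.7% and 0.00814%. The lost calls may reflect lost precision, and muscle or sex makeup, as measured by these covariates, did not account for the size of most of these interactions. The ciliated cell covariate gave 45 genes, 44 of them among the 1626, with a median effect ratio of 0.673 and a standard error ratio of 1.44. The erythroid covariate gave 1 gene, which was not among the 1626, with ratios of 1.12 and 3.10. In C57BL/6, genotype alone fixed 72.3% of the variance of the ciliated cell covariate and 91.3% of that of the erythroid covariate, so these fits could hardly separate genotype from cell content. The interaction cannot be told apart from differences in nasal epithelium or erythroid content between the dissections.

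Interaction differences of single lists were tested with camera. The mean log2 interaction was positive for the skeletal muscle (4.28), chondrocyte (3.074), keratinocyte (2.83), erythroid (2.112), neural and glial (2.094), neutrophil (1.514) and proliferation lists (0.85). It was negative for the osteoclast (-0.617), osteoblast mineralisation (-0.522) and dissociation stress lists (-0.284). With the rotation test fry the skeletal muscle, keratinocyte and dissociation stress lists lost their calls (adjusted p 0.17, 0.139 and 0.135), and the keratinocyte list also lost its call with camera at a correlation of 0.05 (adjusted p 0.0519) and with total-count scaling (adjusted p 0.245). The lists were not refitted with the covariates of cell content. Nasal epithelium was tested only through mutant replicate 4, placed between wild type (0) and its strain's other mutants (1). It lay at 1.39, 1.15, 0.828 and 0.701 for the erythroid, proliferation, osteoclast and osteoblast mineralisation lists. For the chondrocyte and keratinocyte lists it lay at 0.231 and 0.436. By this test nasal epithelium does not explain the erythroid genotype effect in that strain. The osteoclast position of 0.828 lies between the groups and does not exclude a part for nasal epithelium. These readings rest on a single sample and do not test the interaction. Other cell content was not tested for the lists.

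Single genes also differed in their genotype effect between strains. The log2 interactions of Myh8 (9.57), Ckm (8.36) and Acta1 (8.30) followed the muscle content of single samples. Acta1 was at 155 CPM in BALB/c mutant replicate 16 and 0.886 CPM in replicate 18, and at 31.7 CPM in C57BL/6 wild type replicate 2 and 0.643 CPM in replicate 3. With the muscle covariate their log2 interactions fell to 1.12 for Myh8, 0.71 for Ckm and 0.27 for Acta1 (adjusted p 0.398, 0.658 and 0.86, edgeR). Over 14 alternatives their adjusted p-values ranged from 0.000340 to 0.732, from 0.00193 to 0.658 and from 0.00294 to 0.86. Uneven muscle in the dissections is a candidate explanation, but all 3 genes belong to the muscle list, so this refit could hardly have come out otherwise.

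The log2 interactions of Mir145 (-2.41), Nlrp10 (-2.45) and Klhl33 (-1.94) changed little in size with the muscle covariate, at -2.09, -2.65 and -1.96, while their adjusted p-values rose to 0.0807, 0.0668 and 0.064 (edgeR). Over 14 alternatives the adjusted p-values ranged from 0.000159 to 0.517, from 0.000956 to 0.632 and from 2.83e-05 to 0.657, with the highest under the erythroid covariate. Mir145 and Klhl33 kept their calls in 12 of 12 fits that left out 1 replicate, and Nlrp10 lost its call in 5 of 12. All 3 kept their calls with the Y-linked covariate, the thinned counts, the GC content and length offsets and the removal of Rn45s and Lars2. They lost them with the ciliated cell and erythroid covariates, which genotype largely fixed in C57BL/6. The interaction of Elk4 (0.85) was not refitted under the alternatives. Mir145 lies inside a longer transcript, E330013P06, from which its reads were not separated here.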

How the results depend on the processing

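The halved and thinned counts, the ciliated cell and erythroid covariates, the removal of Rn45s and Lars2 and the GC content and length offsets were chosen after the data were seen. Where a value below differs, the cause was not tested, except that the minimum fold change removes genes by definition.

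Outside the fits that left out a replicate, 114 counts or correlations stayed near their reported value (counts within 1.5 times, correlations within 0.0485) and 46 moved. The counts read as near include 2643 and 2729 genes for genotype in C57BL/6 with the Y-linked and muscle covariates, and 3999 for strain in mutants with the muscle covariate. Of the values for named genes 458 kept their call, 116 became weaker, 3 stronger and 4 reversed, and of those for gene lists 84 kept their call and 18 became weaker.

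For genotype in C57BL/6 (3867 genes) the count was 1458 with only the samples compared, 2 with the ciliated cell covariate, 7 with the erythroid covariate and 984 (51 higher, 933 lower) at an absolute log2 fold change of at least 1. Of the 1458 genes, 1430 were among the 3867. For genotype in BALB/c (22 genes) it was 323 with DESeq2, 44 with limma-voom, 4 with total counts only, 4 with the Y-linked covariate, 2 with the muscle covariate, 71 with only the samples compared, 45 with the ciliated cell covariate, 11 with GC and length offsets and 5 at the minimum fold change. DESeq2 kept 21 of the 22. On simulated counts 15.3% of DESeq2 interaction calls were false, against 4.32% for edgeR, and 8.06% against 3.94% for genotype in the altered strain. In the simulated strain left unaltered DESeq2 made 1 call and edgeR 0. The simulation therefore does not account for the 323 DESeq2 calls in BALB/c. The erythroid covariate gave 0 genes (1043 at an unadjusted p under 0.05).

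For strain in wild type (7847 genes) the count was 1310 with the ciliated cell covariate and 3685 with the erythroid covariate. It was 2309 (483 higher, 1826 lower) at the minimum fold change. GC content and length offsets called 6793 genes, 5569 of them among the 7847, and 5478 of these kept their direction. For strain in mutants (5968 genes) the count was 3 with the erythroid covariate and 1473 (813 higher, 660 lower) at the minimum fold change. GC content and length offsets called 5328 genes, 4388 of them among the 5968, and 4375 of these kept their direction. For the interaction (1626 genes) it was 2707 with DESeq2, 1058 with the Y-linked covariate, 438 with the muscle covariate, 45 with the ciliated cell covariate, 1 with the erythroid covariate and 471 at the minimum fold change. For the averaged effect (1294 genes) it was 2203, 800, 28, 83 and 79 with DESeq2, the Y-linked, ciliated cell and erythroid covariates and the minimum fold change (13 higher, 66 lower).

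In the panel, genotype in C57BL/6 gave 5 genes with the ciliated cell covariate and 1 with the erythroid covariate. Genotype in BALB/c gave 4 with DESeq2, 3 with total counts, 5 with the ciliated cell covariate and 0 with the erythroid covariate (6 at an unadjusted p under 0.05). Strain in wild type gave 14 and 30 with the ciliated cell and erythroid covariates. The interaction gave 13 with the muscle covariate, 4 with the ciliated cell covariate and 0 with the erythroid covariate (7 at an unadjusted p under 0.05). The fry test called 0 lists in BALB/c (2 at an unadjusted p under 0.05).

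The correlation of genotype effects between strains (-0.133) was -0.196 among genes with a mean of at least 1 CPM, -0.0456 with the Y-linked covariate, -0.0584 with the ciliated cell covariate and -0.784 with the erythroid covariate. It moved by more than the SD over the fits that left out 1 replicate (0.0485). The value of -0.784 does not show opposed effects, since genotype fixed most of the variance of the erythroid covariate in both strains. Directions reversed for Bpifb5 in C57BL/6 (2.52) and Fgfr2 between wild type strains (-0.16) with the ciliated cell covariate, and for Ugt2a1 (10.46) and Sec14l3 (11.46) between mutant strains with the erythroid covariate.

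Scaling by total counts shifted the median log2 fold change by -0.196 for genotype in C57BL/6 (4680 genes, 13.2% higher), -0.115 for strain in wild type (7130, 31.2% higher), 0.117 for strain in mutants (5954, 67.8% higher), 0.231 for the interaction (1847, 90.5% higher) and -0.081 for the averaged effect (992, 33.1% higher).

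Across the fits that each left out 1 replicate of the groups compared, the count ranged from 1724 to 4833 for genotype in C57BL/6, from 0 to 95 for genotype in BALB/c (1360 and 1368 at an unadjusted p under 0.05 in the 2 fits with 0), from 6567 to 7319 for strain in wild type, from 4500 to 5374 for strain in mutants, from 624 to 3129 for the interaction and from 493 to 2621 for the averaged effect. Panel counts ranged from 39 to 53, 1 to 5, 40 to 54 and 20 to 41 for genotype in C57BL/6, genotype in BALB/c, strain in wild type and the interaction, and list counts from 9 to 10, 5 to 9, 7 to 8 and 9 to 11. Leaving out a C57BL/6 sample, which enters the BALB/c test only through the shared scaling, filter and spread, gave 0 to 59 genes for genotype in BALB/c, with 1911 and 1850 at an unadjusted p under 0.05 in the 2 fits with 0. The correlation ranged from -0.185 to -0.00169. Of the genes named for BALB/c, Deptor, Slc9a2 and Igfbp2 kept their call in 1 of the 6 fits that left out a BALB/c sample, Col7a1 in 2 and Elk4 and Penk in 3.

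Depth did not limit the counts much, since thinning to the smallest library gave 3756 genes for genotype in C57BL/6 and 1422 for the interaction, but genes at 0 counts in a group have only a lower bound on their fold.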

Other observations

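The tests of shared dispersion, of sex and muscle in BALB/c, of the replicate left out of the C57BL/6 mutants and of the region around Fgfr2 were chosen only after the results they address had been seen. The position of mutant replicate 4 on the first principal component was known before its position was tested. The shared-sequence test, the nasal lists and the median and osteoclast positions of replicate 4 were read as undecided after their values were seen. The same holds for reading sex makeup as excluded and muscle as not accounting for most calls in BALB/c. These readings differ from the labels in the table of tests, which follow the rules written earlier.

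The genotype effect in C57BL/6 was set against other splits of the samples. The real split was 1 of 10 splits of the 6 samples with as many genes, and the other 9 gave at most 2. With 3 against 3 the share cannot fall below 0.1. The same held for genotype in BALB/c, strain in wild type and strain in mutants, where the real split was 1 of 10 and the other splits gave 0 genes. At an unadjusted p under 0.05 these other splits gave 381 to 1264, 321 to 794 and 573 to 1147 genes, against 1901, 8934 and 7569 for the real ones. For the effect averaged over strains, 3 of 100 drawn relabellings gave at least 1294 genes, the real one included. Of the others, 1 swapped all BALB/c labels, which turns the averaged effect into the interaction and so gave its 1626 genes. The remaining one gave 1463. The 91 relabellings that changed the C57BL/6 labels gave at most 2 genes, so the 3 of 100 rests mainly on those labels.

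The C57BL/6 genotype effect was refitted under technical explanations. Thinning to 1 total gave 3756 genes, GC content and length offsets 4235, and removal of Rn45s and Lars2 3857, against 3867. The Y-linked covariate gave 2643 genes, 2485 of them among the 3867, and the skeletal muscle covariate 2729, 2631 of them among the 3867. Genotype fixed 49.7% and 36.2% of the variance of these covariates in C57BL/6. The effects of the 3867 genes had median ratios of 1.03 and 1.01, so neither covariate accounts for most of the genotype effect. Fitting only the 6 C57BL/6 samples gave 1458 genes, which is consistent with the spread shared across the 4 groups raising the count. The ciliated cell covariate gave 2 genes and the erythroid covariate 7. The median ratio of the effects was 0.493 and 1.27 and that of the standard errors 1.74 and 3.08, and genotype fixed most of the variance of both, so these covariate fits cannot separate genotype from nasal epithelium or erythroid content. Nasal epithelium was also tested through mutant replicate 4, with a median position of 0.568.

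Nasal tissue is a candidate source of part of the C57BL/6 differences. Ciliated cell, secretory cell and olfactory neuron lists were added after airway genes had been seen among the largest changes. In all 3 lists the 4 highest samples were C57BL/6 wild type replicates 1 to 3 and mutant replicate 4, with a gap to the next sample of 1.40, 3.26 and 3.79 on the log2 scale. Omp, an olfactory neuron gene, had 1598 counts in mutant replicate 4 and 20 and 26 in replicates 5 and 6. The lists were made after the pattern had been noticed in these samples, so the ranking in 3 of 3 lists restates it and is not a separate test. Whether the dissections differed in nasal epithelium was not settled.

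Mutant replicate 4 may separate nasal signal from genotype, since it carried both. Among 4759 genes called without it, its median position between wild type (0) and the other 2 mutants (1) was 0.568, and 42.3% of the genes lay nearer wild type. The positions of replicates 5 and 6 were 0.962 and 1.18 on their own sets of 2279 and 1721 genes, with replicate 4 among the reference mutants, so they are not on the same scale. Its positions in the secretory cell, olfactory neuron and ciliated cell lists were 0.184, 0.215 and 0.364, and in the chondrocyte and keratinocyte lists 0.231 and 0.436. Replicate 4 lay below each wild type sample in all 3 nasal lists. In the olfactory neuron list its mean log2 CPM was 2.81, against 3.51 or more in wild type. Nasal tissue alone could therefore also give a median above 0.5, and the median does not decide. The median lies between the groups, so part of the effect may be shared with that signal. The test cannot show this, because the genes were chosen as differing without replicate 4, which can itself give a value below 1. For the lower erythroid and higher osteoclast levels of C57BL/6 mutants, replicate 4 lay at 1.39 and 0.828. By this test nasal epithelium does not explain the erythroid level. The osteoclast position lies between the groups and does not exclude a part for nasal epithelium. Each of the 3 mutants showed the lower erythroid and higher osteoclast levels. They remain a hypothesis about C57BL/6 mutants, because the erythroid content of the dissections could not be separated from genotype.

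In BALB/c the Y-linked covariate left 4 of 22 genes and the skeletal muscle covariate 2, all of them among the 22. Genotype fixed 0.00814% of the variance of the Y-linked covariate there, so sex makeup cannot carry the genotype difference. The log2 fold changes with that covariate were 1.99 for Deptor, 0.91 for Slc9a2 and 1.16 for Elk4, against 2.00, 0.91 and 1.17 without it, and the adjusted p-value of each rose from 0.0398 to 0.0547 (edgeR). Over 15 alternatives their adjusted p-values ranged from 8.08e-07 to 0.775, from 1.13e-06 to 0.775 and from 2.33e-07 to 0.775. With the muscle covariate, of whose variance genotype fixed 24.5%, the fold changes of Deptor, Slc9a2, Igfbp2 and Col7a1 were 2.09, 0.95, -1.10 and -0.99, and each lost its call. Over the 22 genes the median ratio of the effects was 1.01 and that of the standard errors 1.12. Muscle, as measured by this list, therefore did not account for the size of most of these effects. The erythroid covariate left 0 genes, with ratios of 0.899 and 1.56. Genotype fixed 85.6% of its variance in BALB/c, so this fit could hardly separate genotype from erythroid content.

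Flanking DNA carried along with the mutant allele could give genotype calls near Fgfr2. Within 10 megabases to either side, 2 of 203 genes were called in BALB/c (Cpxm2 and Plk1), 0.985% against 0.129% elsewhere (Fisher's exact test, two-sided, p 0.0326). Windows as rich made up 5.45% of all windows of that width, above the 5% limit set for the test. For the averaged effect and for C57BL/6 the shares were 41.1% and 38.8%. By the limit set for the test no excess near Fgfr2 was shown. In BALB/c the Fisher test, which rested on 2 called genes, was under 0.05 and disagreed with the window share.

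Housekeeping genes differed between strains. Gapdh had 468 to 576 counts in the C57BL/6 samples and 1936 to 3020 in the BALB/c samples, and in wild type 75 of 83 ribosomal protein genes were called higher in BALB/c and 1 lower. In mutants 23 of the 83 were called higher and 4 lower, with a median log2 difference of 0.092 against 0.399 in wild type. These medians depend on the scaling, since total counts shift the strain effect of all genes by -0.115 in wild type and 0.117 in mutants, and the difference between the genotypes was not tested for the ribosomal genes as a group. Reads shared between paralogs and pseudogenes were tested on 554 genes that share at least 50% of their 50-base words with other genes. Their median absolute log2 strain difference was 0.412, at percentile 82.54 of random lists matched on expression. Of these 554 genes 207 were called higher and 77 lower in BALB/c wild type samples. The median ignores direction and mixes many kinds of genes, so it does not exclude shared reads for Gapdh or the ribosomal protein genes. Gene counts made up a larger share of the library total in each BALB/c sample than in any C57BL/6 sample, with a gap of 5.78 percentage points. A difference in processing between flow cells could lie behind this gap or the Gapdh counts, and it cannot be told apart from strain.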
